A study of Mus musculus with 6 samples. Its data were reported in "Aging‐associated decline in vascular smooth muscle cell mechanosensation is mediated by Piezo1 channel" (2023).

How the data were processed

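Gene expression was measured with Affymetrix whole-transcript mouse gene arrays in primary vascular smooth muscle cells (VSMCs, the contractile cells of the vessel wall) from the aorta of C57BL/6 mice. The labels give 3 samples from young mice of 12 weeks and 3 from old mice of 58 to 78 weeks, all male and untreated. The methods name commercial primary cells from 2 suppliers, each with its own medium, and no more than 3 passages; which supplier or lot gave which sample is not given in the sources used here. The labels call the samples separate without saying whether they came from separate mice, so the p-values measure the spread between these samples, which may be technical.

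RNA was converted to biotin-labelled cDNA and hybridised to 1 array per sample. The deposited values are log2 signals, 1 per probe set and array, which the authors made from the scanned arrays; their methods name the RMA algorithm of the oligo package, with background correction and quantile normalization, whereas the submitters' processing notes name the Transcriptome Analysis Console without a version. The values were used as deposited. The array medians ran from 5.39 to 5.58 and were not identical, so a further scaling was tried as an alternative. An array gives no read depth; the number of arrays limits the precision.

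The table held 41345 probe sets. Of these, 23521 carried exactly 1 gene symbol in the platform annotation given with the series, 1814 carried several and 16010 were unnamed here. Gene IDs of 23328 probe sets were found in the RefSeq gene table of assembly GRCm38.p6, which changed no symbol; no coordinates were used. For each of 22180 genes the probe set with the highest mean over all 6 samples stood for the gene; 1082 genes had more than 1 probe set. Probe sets with several symbols or none were left out of the gene comparison.

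Old was compared with young by limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings), and differences are old minus young on the log2 scale. Following the methods, a gene was called at the study's threshold when the difference exceeded 1 in size with an unadjusted p under 0.05. Since that threshold does not allow for the number of genes tested, Benjamini-Hochberg adjusted p-values from limma over all genes are given beside it. An exact permutation test of 3 samples against 3 cannot go below p = 0.1. Intervals are 95% confidence intervals from the same fit.

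Gene lists for smooth muscle, matrix, mechanosensing, senescence, inflammation, metabolism and possible other cell types were fixed before the data were examined. So were the tests of genes and lists and all alternatives but 1. Some tests of explanations were chosen after the result was seen, as stated where they are given. Of 826 list entries, 756 were matched to a measured gene and 70 were not analysed here. In the matrix list the entry Loxl2 was matched through a synonym to Loxl3, so Loxl2 itself was not measured. The 31 tested lists were compared with all other genes by camera with a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the lists; 1 of them is not reported here. The markers that the study measured by PCR were read gene by gene, and so were the sex chromosome and substrain genes, which check the labels. The steps were tested on 20 simulated data sets of 22180 genes in 3 against 3 samples, each with 200 changed genes. At the study's threshold 99.0% of genes changed by 1.5 and 100% of those changed by 3 on the log2 scale were recovered, with a mean of 11.25 unchanged genes called. At an adjusted p under 0.05 the recovery was 98.8% and 100%, with a mean of 14.1 unchanged genes called. A list shifted by -0.5 was called in all 20 data sets. Simulated genes varied independently, which real genes do not. The recovery holds for the simulated spread only and does not give the power of these arrays. Here Epha3 at -3.07 had a limma adjusted p of 0.0169. Xist at 4.32, Lilrb4a at 2.88 and Stc1 at 2.68 had 0.108, 0.224 and 0.206.

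The genes named are, by a rule fixed in advance, the 12 with the largest difference in each direction among those past the study's threshold whose groups do not overlap, leaving out predicted and systematic symbols and those of receptor and immunoglobulin families; every gene with an adjusted p under 0.05; the PCR markers and the channels Piezo1, Piezo2, Trpc4, Trpc6, Trpv4, Orai1 and Stim1; up to 4 members of each list past the threshold, or up to 2 with the largest test statistic where none was; and the genes that check the labels. A few further genes are said to have been chosen after their values were seen.

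The alternatives were quantile normalization, centring on array medians, 2 filters on dim probe sets, every probe set on its own, every row of the table, eBayes with trend and robust settings, array weights, the replicate number as a block, each sample left out in turn, other limits on fold and p, and 3 other set tests. The alternative that left out the arrays standing apart was added after seeing the data. Figures were drawn with matplotlib 3.10.9 from the same values.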

Results

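The data comprised 6 arrays of cultured aortic VSMCs, 3 from young and 3 from old mice, with expression given as log2 signal. Correlations between arrays over all probe sets ranged from 0.960 to 0.986. The array of young replicate 3 stood apart from the rest, with a mean correlation of 0.969 with the other arrays and an interquartile range of 2.69, the lowest of the 6 on both measures. The mean correlation of the others ran from 0.976 in old replicate 3 to 0.981 in old replicate 1.

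The comparison of old with young VSMCs asked which transcripts differ with the age of the mouse. Old VSMCs had lower levels of genes that interferon induces, of the ephrin receptor Epha3 and the transcription factor Foxp2. The cytoskeletal regulator Crmp1 was higher. The secreted factors Igf2, Stc1 and Angpt1 were higher at the study's threshold only, with adjusted p of 0.218, 0.206 and 0.318 (limma). Epha3 fell by 3.07 on the log2 scale, from 9.04 ± 0.25 in young to 5.96 ± 0.50 in old (SD, n = 3 each), which is 8.42 times lower (adjusted p = 0.0169, limma). Foxp2 differed by -1.86 ± 0.14 (SE, adjusted p = 0.0169) and Crmp1 by 1.77 ± 0.20 (adjusted p = 0.0396). At the study's threshold 72 genes were higher and 150 were lower in old VSMCs, of 22180 tested. With no limit on size the split went the other way, with 1489 genes higher and 1047 lower at an unadjusted p under 0.05 (limma). At an adjusted p under 0.05 in limma there were 10 genes, 2 higher and 8 lower. Without young replicate 2 or without old replicate 2 no gene passed this limit, although 118 and 77 genes were higher and 180 and 142 lower at the study's threshold and 3204 and 1674 genes had an unadjusted p under 0.05. Without young replicate 1 there were 3 genes at this limit, 2 of them among the 10, and without old replicate 3 there were 5, 4 of them among the 10, the most that any fit without 1 sample kept. Without old replicate 1, 116 genes were higher at the study's threshold. Of 52 named genes past the study's threshold, 16 lost the call when 1 sample was left out, most often old replicate 3 (13 genes) and young replicate 3 (12). In 4009 genes (18.1%) the old and young samples did not overlap, where chance gives 10%. Of the 222 genes called at the study's threshold, 199 were of this kind. The threshold itself favours groups that do not overlap, so this count is no separate support for the calls.

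The interferon response held the largest difference of any gene list. Of its 28 measured genes, 15 were lower at the study's threshold and none was higher; the median difference was -1.05. Adjusted over the list alone, 22 were lower and 1 was higher, Ifit2 with a difference of 0.50 (chosen after its values were seen), against 2 adjusted over all genes, Mx2 and Trim30a. Isg15, a ubiquitin-like modifier, had a level of 8.77 ± 0.32 in young and 6.45 ± 0.63 in old VSMCs (SD, n = 3), 4.98 times lower. Ifit1, which binds foreign RNA, differed by -2.15 ± 0.37 (SE), and the antiviral enzyme genes Oas2 and Oasl2 by -2.10 ± 0.26 and -2.09 ± 0.33. Outside the list, the nucleic acid sensor Zbp1 differed by -1.97 ± 0.20 (adjusted p = 0.0264), Slfn5 by -2.06 ± 0.20 (adjusted p = 0.0264), the GTPase gene Iigp1 by -2.90 ± 0.48 and Oas1g by -2.26 ± 0.45. Camera gave the list an adjusted p of 1.7e-28. With an estimated correlation the adjusted p was 0.291, and with fry, which asks whether the genes move on balance one way, it was 0.0662.

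**Figure D1:**
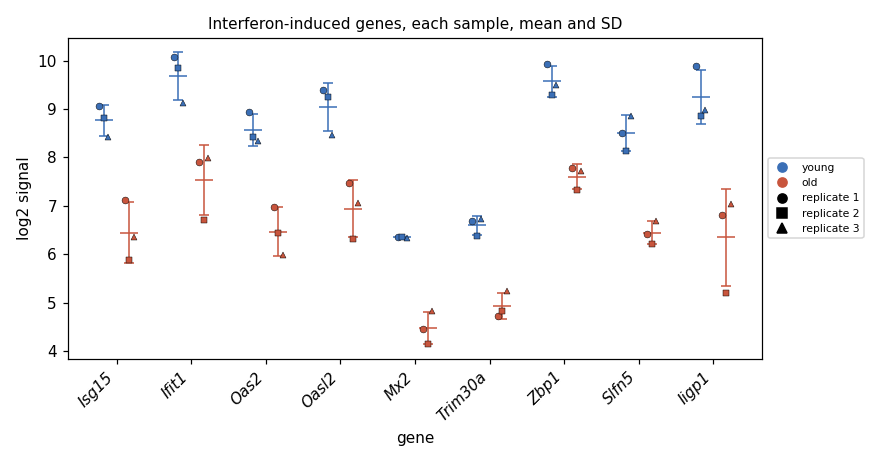
Log2 signal of 9 genes that interferon induces in each of the 3 young and 3 old samples, with the group mean and SD as bars. For each gene every old sample lies below every young sample, with Isg15 at 8.42 to 9.05 in young and 5.88 to 7.12 in old. The interferon genes named as lower were past the study's threshold, which favours groups that do not overlap, so this separation is no separate support. The genes shown are not the whole interferon list. Of its 28 genes, 13 were not past the study's threshold and 2 had a difference above 0.

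The NF-kB and immediate early gene lists were called lower by camera, but neither with an estimated correlation nor by fry. The NF-kB pathway and target list had a median of -0.21 over 23 genes, with 2 lower at the threshold, the cytokine Il6 (-1.68 ± 0.35, SE) and the neutrophil attractant Cxcl1 (-1.02 ± 0.22); its adjusted p was 1.67e-05 by camera and 0.272 with an estimated correlation. Adjusted over the list alone, 5 of its genes were lower. Immediate early genes, which respond within minutes to growth factors or stress, had a median of -0.60 over 23 genes, 5 of them lower at the threshold, among them Egr1 (-1.32 ± 0.37), Egr2 (-1.32 ± 0.48) and Nr4a1 (-1.53 ± 0.59). Their adjusted p was 4.47e-08 by camera and 0.338 with an estimated correlation. Fosb had a level of 10.49 in young replicate 3 against 7.64 and 6.88 in the other young samples, so its difference of -2.03 rests largely on that array. The number of genes in the list past the threshold ran from 0 without old replicate 2 (list median -0.48) and 1 without young replicate 3 (-0.42) to 6 without young replicate 1. Egr1 was at -0.98 without old replicate 2 and Egr2 at -0.81 without old replicate 3, and Egr2 and Nr4a1 each lost the call without any of 4 samples. Cxcl1 was at -0.80 without young replicate 3 and -0.87 without old replicate 3. The senescence-associated secretory list was not called (adjusted p = 0.0713), but was called lower without old replicate 1 (adjusted p = 0.0233). It held Il6 and Cxcl1 among the lower genes and the collagenase gene Mmp13 (1.64 ± 0.29) and the growth factor Hgf (1.12 ± 0.46) among the higher. Hgf was at 9.40 in old replicate 3 against 7.42 and 7.60 in the other old samples, and without that sample its difference was 0.49.

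Piezo1, the mechanosensitive channel at the centre of the study, was at 10.25 ± 0.12 in young and 10.23 ± 0.16 in old VSMCs (SD, n = 3). The difference of -0.02 had an interval of -0.32 to 0.28, which is 0.80 to 1.21 times the young level. Its adjusted p was 0.966 over all genes (limma). The interval holds for the spread between these samples in this fit. With arrays centred on their medians the difference was 0.053 with an SE of 0.146. No gene of the mechanosensitive and calcium channel list passed the study's threshold with all samples (33 measured, median 0.09, camera adjusted p = 0.119). Without young replicate 2 the median was 0.16 and 1 gene was higher at the threshold, as was 1 without old replicate 1. Adjusted over the list alone, 1 gene was lower, Trpc1 with a difference of -0.73 ± 0.15 (SE) and an adjusted p of 0.171 over all genes. The inositol trisphosphate receptor Itpr3 differed by 0.51 ± 0.13. Differences were -0.20 for Piezo2, 0.19 for Trpc4, 0.22 for Trpc6, -0.02 for Trpv4, 0.13 for Orai1 and -0.36 for Stim1, and none of these was past the threshold. With 1 sample left out Piezo2 ran from -0.46 to 0.17, Trpc4 from 0.06 to 0.27, Trpc6 from 0.12 to 0.30, Trpv4 from -0.18 to 0.12, Orai1 from 0.07 to 0.16 and Stim1 from -0.52 to -0.23.

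The contractile smooth muscle list, which bears on loss of the contractile phenotype, had a median difference of 0.00 over 27 genes and a mean of 0.19 (camera adjusted p = 0.996). At the threshold 2 of its genes were higher, the actin-binding calponin Cnn1 (1.81 ± 0.77, SE) and the integrin Itga8 (1.27 ± 0.50), and none was lower. Adjusted over the list alone, no gene was called. Young replicate 2 had the highest list mean of the young samples, 7.77 against 7.11 and 7.07, and without it the list was called higher (median 0.15, adjusted p = 0.00768) with 4 genes past the threshold. Without young replicate 3 or old replicate 3 the number past the threshold was 0, with Itga8 at 0.77 and 0.78, and Cnn1 kept its call only without young replicate 2 (2.86). In the other 5 fits its difference ran from 1.17, without young replicate 3, to 2.05. Of 14 measured genes that the study followed by PCR, none passed the threshold with all samples. For smooth muscle genes the differences were 0.54 for Acta2, 0.11 for Tagln, -0.17 for Myh11, 0.61 for Actg2, 0.30 for Actn2 and 0.19 for Rac1. Over the fits that left out 1 sample Acta2 ran from 0.25 to 0.97 and Actg2 from 0.18 to 1.11, with Actg2 past the threshold without young replicate 2. With all samples, the differences for senescence and inflammation genes were 0.00 for Cdkn2a, -0.16 for Cdkn1a, 0.35 for Mmp3 and -0.10 for Tnf. For matrix genes they were -0.43 for Col1a1, -0.75 for Col3a1, 0.48 for Col6a1 and -0.01 for Mmp9. With 1 sample left out Mmp3 ran from 0.10 to 0.58, Col3a1 from -0.96 to -0.44 and Col6a1 from 0.11 to 0.77. These genes were chosen by the study, so they are not independent of it.

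**Figure D2:**
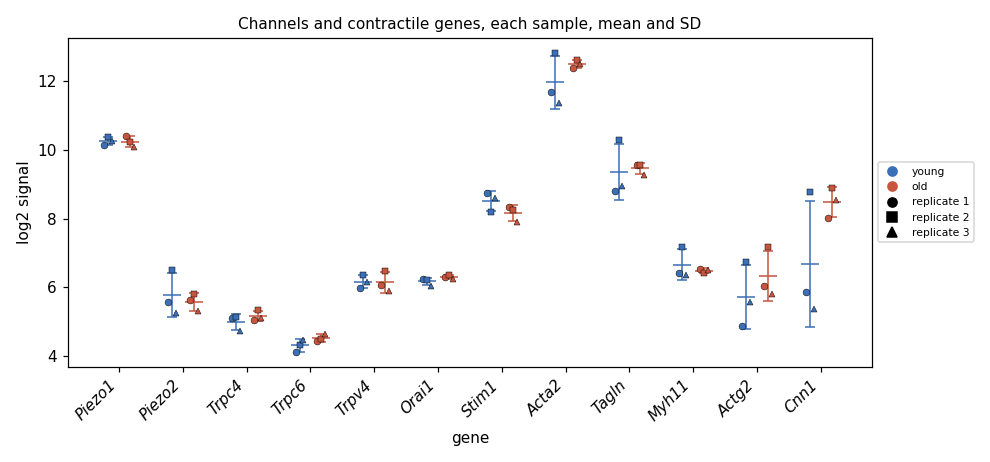
Log2 signal of 7 channel and calcium entry genes and 5 contractile genes in each sample, with the group mean and SD as bars. Piezo1 overlaps between the groups, at 10.13 to 10.37 in young and 10.08 to 10.39 in old, and Cnn1 spreads from 5.38 to 8.76 among the young samples.

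Matrix genes went lower as a list. Collagens and matrix glycoproteins had a median of -0.17 over 44 genes with 31 below 0 (camera adjusted p = 9.88e-06, and 0.291 with an estimated correlation), and 1 was lower at the threshold, the elastic fibre gene Mfap4 (-1.67 ± 0.24, SE). Adjusted over the list alone, 4 were lower. Without young replicate 1 or old replicate 1, 3 were lower at the threshold. Of the matrix proteases and inhibitors (median 0.05, adjusted p = 0.624), Mmp13 was higher and Mmp23 lower (-1.06 ± 0.20), though Mmp23 was at -0.88 without young replicate 3 and -0.90 without old replicate 3. The TGF-beta and BMP list had a median of -0.17 (adjusted p = 0.0119, and 0.291 with an estimated correlation); Id3 (-1.23 ± 0.23) and Id2 (-1.17 ± 0.20), which BMP signals induce, were lower and the BMP antagonist Grem1 was higher (1.22 ± 0.27). Without young replicate 2 its adjusted p was 0.0937, without old replicate 1 its median was -0.11 and without old replicate 3 it was -0.10. Grem1 was at 0.97 without young replicate 3 and 0.98 without old replicate 3. The vasoactive list had a median of -0.07 (adjusted p = 0.0470, and 0.305 with an estimated correlation), with the cyclic GMP phosphodiesterase Pde5a lower (-1.45 ± 0.22) and the ATP receptor P2ry2 higher (1.08 ± 0.24); it lost its call without any of 4 of the samples, young replicates 1 and 2 and old replicates 2 and 3 (adjusted p up to 0.131), with medians from -0.12 to -0.01 over the 6 fits, and P2ry2 was at 0.87 without young replicate 3 and 0.90 without old replicate 3.

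Cholesterol synthesis genes were higher as a list: all 16 measured differences were above 0, with a median of 0.54 (camera adjusted p = 5.62e-07, and 0.525 with an estimated correlation), and 1, the lanosterol synthase Lss, was past the threshold (1.41 ± 0.43, SE). Young replicate 1 had the lowest list mean, 8.88 against 9.76 and 9.57 in the other young samples. Without it the median was 0.32 and Lss was at 0.95, no longer past the threshold. Cell cycle genes had a median of 0.37 with 34 of 38 above 0 and none past the threshold (adjusted p = 6.89e-04, and 0.677 with an estimated correlation), with Mcm2 at 0.62 ± 0.23 and Aurkb at 0.68 ± 0.28. Without young replicate 3 that median was 0.20 and the adjusted p 0.261, whereas without young replicate 2 the median was 0.72 and 6 genes were past the threshold. The NRF2 antioxidant list (median 0.21, adjusted p = 0.0104, and 0.338 with an estimated correlation) held Txnrd1 (0.62 ± 0.15) and Gclm (0.57 ± 0.15); without young replicate 3 the adjusted p was 0.0575. The mitochondrial respiratory chain list (median 0.14, adjusted p = 0.0368, and 0.704 with an estimated correlation) lost its call without young replicate 3 (median 0.02, adjusted p = 0.809), and also without old replicate 1 (0.149) or old replicate 2 (0.0634). Without young replicate 2 its median was 0.23.

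Markers of other cell types were read for a change in the make-up of the cultures. The macrophage and leukocyte list had a median of -0.03 (adjusted p = 0.296), the endothelial list 0.05 (0.747), the adipocyte list -0.07 (0.271), the epithelial and mesothelial list 0.10 (0.0898) and the Schwann and neural list 0.07 (0.948). Without old replicate 3 the epithelial and mesothelial list was called higher (median 0.27, adjusted p = 4.53e-04): its mean was 5.88 and 6.00 in old replicates 1 and 2 against 5.55 to 5.62 in young and 5.57 in old replicate 3, with Msln at 0.74 ± 0.21 (SE) and Upk1b at 0.94 ± 0.29 over all samples. Single genes past the threshold were Flt1 (-1.13 ± 0.39, SE) in the endothelial list and Fabp4 (-1.13 ± 0.20) in the adipocyte list. Flt1 was at -0.69 without old replicate 3, and Fabp4 at -0.95 without young replicate 1. The pericyte list (median -0.16, adjusted p = 0.0132, and 0.305 with an estimated correlation) and the fibroblast and adventitial list (median -0.16, adjusted p = 0.0374, and 0.626 with an estimated correlation) were called lower, with Anpep at -0.82 ± 0.20 and Pdgfra at -0.93 ± 0.19; without young replicate 3 their medians were -0.11 and 0.00 and their adjusted p 0.0575 and 0.324. The fibroblast list also lost its call without old replicate 1 (0.0783), 2 (0.0629) or 3 (0.0618). Hox genes of groups 1 to 5 had a median of -0.12 (adjusted p = 0.0374) and those of groups 6 to 13 a median of 0.12 (adjusted p = 0.0470), both 0.626 with an estimated correlation. Over the 6 fits that left out 1 sample these medians ran from -0.23 to -0.03 and from 0.11 to 0.22. Each call was lost in at least 3 of the 6 fits that left out 1 sample: the first without young replicate 2 (0.0725), young replicate 3 (0.282), old replicate 1 (0.0729) or old replicate 3 (0.358), the second without young replicate 1 (0.190), young replicate 2 (0.229) or old replicate 2 (0.361). The remaining lists reported were not called with all samples: integrins and focal adhesion (median 0.05, adjusted p = 0.790), YAP and TEAD targets (-0.01, 0.711), senescence arrest and p53 targets (0.01, 0.296), osteochondrogenic genes (-0.02, 0.421), ER stress and ATF4 (-0.11, 0.181), hypoxia and glycolysis (0.07, 0.50) and Notch signalling (-0.04, 0.0888). Without young replicate 3 the senescence arrest list (median -0.10, adjusted p = 0.0124) and the ER stress list (-0.12, 0.0468) were called lower. The endothelial and senescence arrest lists had medians above 0 with means of -0.05 and -0.05 and a test direction below 0; the test direction was below 0 also for the YAP list, whose mean was 0.02. Osteochondrogenic Mgp, an inhibitor of calcification, was lower (-1.26 ± 0.28) and the YAP target list's Nt5e higher (1.40 ± 0.50). Nt5e was at 7.92 in old replicate 3 against 5.68 and 6.49 in the other old samples, and at a difference of 0.79 without it.

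In all, camera called 14 of 31 lists, 5 higher and 9 lower, and 5 of these kept their call whichever sample was left out: interferon response, immediate early genes, NF-kB, collagens and cholesterol synthesis. With an estimated correlation or with fry, none was called, so the list calls depend on the set test used. The estimated correlation was 0.008 for NF-kB, 0.001 for TGF-beta and BMP and -0.01 for the vasoactive list. These values do not exceed the preset 0.01, so a higher correlation does not account for the loss of these 3 calls. In the other called lists the estimate was above the preset value.

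**Figure D3:**
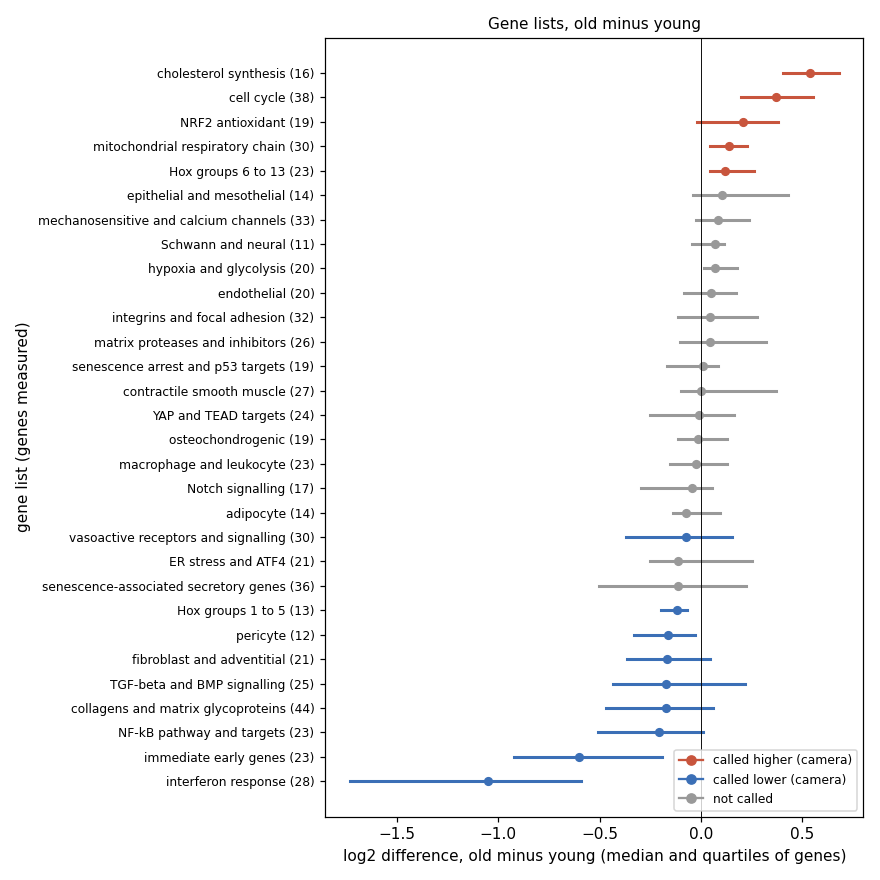
Median log2 difference, old minus young, of the genes in each of 30 lists, with lines from the lower to the upper quartile and the number of genes measured in brackets; colour marks lists called by camera with the preset correlation. The interferon response lies farthest from 0 at -1.05 and cholesterol synthesis farthest on the positive side at 0.54.

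Among the genes with the largest increases, the secreted glycoprotein Stc1 was higher by 2.68 ± 0.60 (SE), the kinase Nrk by 2.50 ± 0.40, the retinoid-binding Crabp1 by 2.18 ± 0.45, Igf2 by 2.17 ± 0.50, the vessel growth factor Angpt1 by 1.89 ± 0.58 and the matrix protein Matn2 by 1.76 ± 0.53. Lilrb4a (2.88 ± 0.68), Adh7 (2.23 ± 0.69), Serpinb9e (2.19 ± 0.34) and Fam180a (1.86 ± 0.63) were also among the 12. Of the 72 higher genes, 45 were at their highest in old replicate 3, whose Igf2 level was 10.39 against 7.98 and 9.35 in the other old samples, and 48 had their lowest young value in young replicate 3. Stc1 (8.19, 9.96 and 11.01), Igf2, Angpt1, Matn2, Adh7, Crabp1 and Lilrb4a rose over old replicates 1, 2 and 3, as Xist did below. Nrk, Serpinb9e, Fam180a and Crmp1 did not follow this order. Among the lower genes, Epha3 (6.44, 6.00 and 5.45), Oas2, Il6, Adgrd1 and Pde5a fell over old replicates 1, 2 and 3. Isg15, Ifit1, Iigp1, Slfn5 and Foxp2 did not. Whether the increases and decreases in this order go with the mixture of female cells weighed below was not tested. Without old replicate 3 Fam180a was at 0.99, no longer past the threshold, Adh7 at 1.31 and Angpt1 at 1.18. Another, dimmer probe set of Angpt1 differed by 0.23 ± 0.11 over all samples. Of the 150 lower genes, 81 were at their lowest in old replicate 3. Among the other large decreases were BC023105 (-2.28 ± 0.28), the adhesion receptor Adgrd1 (-2.27 ± 0.51) and Clca3a2 (-2.08 ± 0.48). Genes with an adjusted p under 0.05 and a smaller difference were Gpr137b (1.29 ± 0.13), Plac8 (-1.23 ± 0.13) and Hamp (-1.64 ± 0.17), which was dim at 3.33 in young and 1.69 in old.

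The largest increase of all was Xist, the RNA that silences an X chromosome in female cells, at 3.66 ± 0.23 in young and 7.98 ± 1.74 in old VSMCs (SD, n = 3), although every sample is labelled male. The old samples gave 6.32, 7.81 and 9.80 for replicates 1, 2 and 3. The Y-linked genes Eif2s3y, Kdm5d and Uty differed by -0.29, -0.34 and -0.17 between the groups, with SEs of 0.25, 0.27 and 0.23, and were lowest in old replicate 3. The substrain genes Nnt and Wdfy1 differed by 0.39 ± 0.18 and 0.25 ± 0.14, neither past the threshold.

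**Figure D4:**
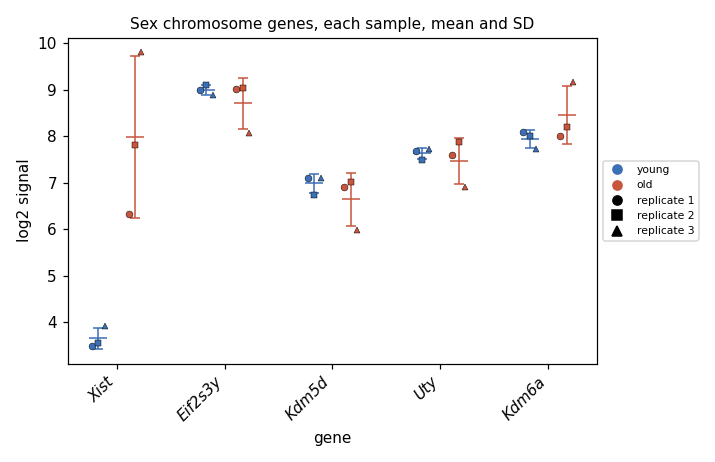
Log2 signal of Xist, 3 Y-linked genes and the X-linked Kdm6a in each sample, with the group mean and SD as bars. Xist is at 3.49 to 3.92 in young and 6.32 to 9.80 in old, and the Y-linked genes are lowest and Kdm6a highest in old replicate 3.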

Values the study reported

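From its arrays (n = 3) the study reported 234 genes with lower and 73 genes with higher expression in old than in young VSMCs. By quantitative PCR it reported an increase of Piezo1 by 2–5 folds in old VSMCs. By the same method it described Acta2, Myh11, Rac1 and Tagln as lower in old VSMCs. It described Col1a1, Col3a1, Col6a1, Mmp3, Mmp9, Tnf, Actg2, Actn2 and the senescence genes as higher. It also described higher Piezo1 protein by immunostaining and, by single-cell sequencing, Piezo1 expression that went with aging.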

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

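The tests on the culture lot and on Xist, the prediction interval among them, and the correlation of deviations with level were chosen after the result was seen; the other tests on young replicate 3, leukocyte markers and the other splits of the samples were chosen before.

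Probe sets outside the gene comparison, which carry no symbol or several here, differed mostly in 1 direction. Of these 17824 probe sets, 616 had a difference below -1 and 39 a difference above 1, against 161 and 78 of the 22180 genes, without regard to p. Those 616 had a mean level of 5.55 in young and 4.27 in old, and young replicate 3 was the highest of the 6 samples in 71.4% of them. The median of all these probe sets was 5.22 in young replicate 3 against 4.89 to 5.04 in the other samples.

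The interferon genes did not fall in old VSMCs through a single young array, since without young replicate 3 the list's median was -1.20 and its adjusted p 1.38e-33. Leukocytes in the young cultures would have raised their own marker genes there. The macrophage and leukocyte list had a median of -0.025 with a median absolute deviation of 0.13, against -1.05 for the interferon list. Of the 23 leukocyte genes, 10 had a signal above the median of all probe sets. The brightest was Cd68 (8.90 in young and 7.71 in old, with an SD of 1.26 in young), then Lgals3 (6.74 and 7.67) and Cd14 (6.54 and 6.69). The lowest young list mean lay 0.62 above the highest old one, so every sample follows its age group, and a culture, supplier or cell lot that differed together with age cannot be told apart from age, as the labels give no lot. Age itself stays open and untested.

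Xist in male-labelled old samples was weighed against the Y-linked genes. Old samples wholly from female mice would have Y-linked genes at background, but the mean of Eif2s3y, Kdm5d and Uty lay at least 1.60 above the array median in every old sample. In old replicate 3 that mean was 0.88 below the young mean (a difference of -0.88, with a young SD of 0.08). A mixture with female cells in that sample may account for this drop, which is a loss of 45.7% of the Y-linked signal. Kdm6a, an X-linked gene, was 9.16 there against at most 8.20 elsewhere (chosen after its values were seen). Whether such a share can raise Kdm6a that far was not tested. For old replicates 1 and 2 a female share was scaled from the Xist level. The scaling takes as given a share of 45.7% in old replicate 3 and the same Xist level per female cell. In old replicate 1 the difference of -0.05 that a share of 3.5% calls for is within the young SD. The Y-linked mean there differed from the young mean by -0.030, so such a share cannot be told apart from Xist expression in male cells. In old replicate 2 it differed by 0.11, opposite in sign to the -0.17 that a share of 11.0% calls for; the gap of 0.28 goes against such a share but is within the 0.38 by which 1 sample can lie from 3 young ones (95% prediction interval), so the 2 cannot be told apart here either (the limit first used, of 1 young SD on the gap, would have excluded such a share), and age stays open, untested.

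Young replicate 3 stood apart, and a narrower signal range was tested as the cause. After quantile normalization of the deposited values its mean correlation with the other arrays was 0.970, still the lowest of the 6, but a range narrowed in proportion leaves such a correlation as it is, and the step moved it by only 0.0007 against an SD of 0.0019 among the other arrays. Its deviations fell with level (correlation -0.28, against -0.06 to 0.15 in the other arrays), as a narrower range would give, so the signal range cannot be told apart from other causes. No biological explanation was tested.

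With 6 samples there are 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 222 genes at the study's threshold against at most 70 in the other splits, 10 genes against 0 at an adjusted p under 0.05, and 14 lists against 12; in each case 1 of the 10 splits, the real one, gave as many.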

How the results depend on the processing

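The alternative without young replicate 3 and old replicate 3 together was chosen after seeing the data; the others were planned. The counts at the study's threshold, 72 genes higher and 150 lower, stayed within 1.5 times under both scalings, both filters on dim probe sets, eBayes with trend and robust settings, array weights and every probe set on its own (63 to 90 higher, 124 to 156 lower). A fold limit of 1.5 gave 349 higher and 429 lower, and an unadjusted p under 0.01 gave 44 higher and 122 lower. Adding the probe sets without a single symbol gave 91 higher and 664 lower; limma then called 0 at an adjusted p under 0.05, against 4343 at an unadjusted p under 0.05. In place of 10 genes at an adjusted p under 0.05 there were 17 above the 25th percentile of level, 22 with trend and robust settings and 76 with array weights; a limit of 0.1 gave 56. Leaving out 1 sample in turn gave 52 to 118 higher, 111 to 194 lower, 10 to 12 lists and 0 to 8 genes at an adjusted p under 0.05. By limma this last count was 0 without young replicate 2 (3204 at an unadjusted p under 0.05) and without old replicate 2 (1674), 3 without young replicate 1 and 5 without old replicate 3. Of the 222 genes at the study's threshold, 147 to 204 kept their call with 1 sample left out, and none changed sign. Without young replicate 3 and old replicate 3 there were 44 genes higher, 115 lower, 6 at an adjusted p under 0.05 and 9 lists. Camera with an estimated correlation called 0 lists and fry called 0, against 14 with the preset correlation and 11 on ranks. Apart from the looser and stricter limits and the added probe sets, whose construction moves the counts of genes higher and lower, the cause was not tested. An array gives no depth; dim genes, such as Hamp at percentile 6.5 of level, are limited by signal over background, which was not measured here.

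With the replicate number as a block (replicate block) there were 71 genes higher, 156 lower, 28 at an adjusted p under 0.05 and 15 lists. Deviations of same-numbered samples correlated at 0.036, 0.019 and -0.015. Young replicate 3, old replicate 2 and old replicate 3 did not correlate best with their own number, so the samples share only a number.

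Of 1485 values under an alternative for named genes other than Piezo1, 1374 kept direction and side of the threshold, 69 lost the call, 19 gained one and 23 changed sign; for the reported lists other than the contractile one, of 522 these were 417, 69, 16 and 20. No gene that changed sign was past the study's threshold, and of all 57 changes 1 was in a result called at an adjusted p under 0.05 in either setting, the Hox groups 1 to 5. For lists, the direction is that of the test against all other genes, and the value given is the median, which need not change sign. With quantile normalization these were Cdkn2a (-0.047), Mmp9 (0.056), Trpv4 (0.059) and the contractile (0.073), integrin (0.030), endothelial (0.12) and hypoxia (0.033) lists. With median centring they were Mmp9 (0.062), Piezo1 (0.053), Trpv4 (0.061) and the contractile list (0.080). Above the 25th percentile they were the contractile (0.0032) and Schwann (0.072) lists, and above the median the contractile (0.095), integrin (0.030) and Schwann (0.072) lists. With array weights they were Piezo1 (0.018) and Trpv4 (0.12). By fry it was the YAP list (-0.0061), and on ranks the contractile (0.0032) and endothelial (0.050) lists. Without young replicate 3 and old replicate 3 they were Piezo1 (0.053), Trpv4 (0.11), Kdm5d (0.048), Uty (0.15) and the contractile (0.0083), integrin (-0.0015), endothelial (0.093), Hox groups 1 to 5 (0.019) and hypoxia (-0.024) lists.

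With 1 sample left out in turn, results that changed direction at least once ranged from -0.11 to 0.049 for Piezo1, -0.15 to 0.21 for Cdkn2a, -0.45 to 0.031 for Eif2s3y, -0.044 to 0.022 for Mmp9, -0.32 to 0.087 for Myh11, -0.46 to 0.17 for Piezo2, -0.16 to 0.59 for Tagln, -0.18 to 0.12 for Trpv4 and -0.38 to 0.11 for Uty. For lists the medians ranged from -0.031 to 0.15 (contractile, called without young replicate 2), -0.056 to 0.077 (Schwann), -0.071 to 0.072 (YAP), 0.017 to 0.076 (endothelial), 0.038 to 0.13 (hypoxia), -0.066 to 0.14 (integrin) and -0.13 to 0.035 (senescence arrest). For these changes of direction, too, the cause was not tested.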

Other observations

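Expression also varied within the groups. Vmn2r125, a vomeronasal receptor gene, was at 9.14 and 8.11 in young replicates 1 and 2 but at 3.66 in young replicate 3 and 3.48 to 3.57 in the old samples. Lsmem1 was at 10.20 in young replicate 3 and at 5.92 to 6.52 in the other 5 samples. Cnn1 was at 8.76 in young replicate 2 against 5.88 and 5.38 in the other young samples. These genes were chosen after their values were seen.

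The number of genes lower in old VSMCs at the study's threshold was 150. That is lower than the value quoted from the study above, and the number of genes higher, 72, is 1 below the one quoted for higher genes. These counts cover probe sets with exactly 1 symbol; over every probe set on the arrays, 664 were lower and 91 higher, both above the quoted values. The Piezo1 fold between old and young in these arrays was 0.984, with an upper interval limit of 1.21 for the spread between these samples. That is lower than the value quoted from the study above, which came from quantitative PCR on cultures from several mice and 2 suppliers, so neither the method nor the set of samples is the same.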
